# Transcriptome of rat subcortical white matter and spinal cord after spinal injury and cortical stimulation

**DOI:** 10.1038/s41597-021-00953-4

**Published:** 2021-07-15

**Authors:** Bethany R. Kondiles, Haichao Wei, Lesley S. Chaboub, Philip J. Horner, Jia Qian Wu, Steve I. Perlmutter

**Keywords:** Spinal cord injury, Transcriptomics

## Abstract

Spinal cord injury disrupts ascending and descending neural signals causing sensory and motor dysfunction. Neuromodulation with electrical stimulation is used in both clinical and research settings to induce neural plasticity and improve functional recovery following spinal trauma. However, the mechanisms by which electrical stimulation affects recovery remain unclear. In this study we examined the effects of cortical electrical stimulation following injury on transcription at several levels of the central nervous system. We performed a unilateral, incomplete cervical spinal contusion injury in rats and delivered stimulation for one week to the contralesional motor cortex to activate the corticospinal tract and other pathways. RNA was purified from bilateral subcortical white matter and 3 levels of the spinal cord. Here we provide the complete data set in the hope that it will be useful for researchers studying electrical stimulation as a therapy to improve recovery from the deficits associated with spinal cord injury.

## Abstract (summary)

**Table:** 

Measurement(s)	RNA
Technology Type(s)	RNA sequencing
Factor Type(s)	motor cortex electrical stimulation
Sample Characteristic - Organism	Rattus norvegicus

Machine-accessible metadata file describing the reported data: 10.6084/m9.figshare.14129012

## Background & Summary

Spinal cord injury (SCI) disrupts motor and sensory signaling below the lesion and negatively impacts the quality of life of affected individuals. Electrical stimulation is an intervention used to modulate the excitability of neurons, induce neural plasticity, and promote functional recovery after damage to the central nervous system (CNS). After SCI, direct stimulation of the spinal cord^1,2^ and brain^3,4^ can aid functional recovery. Nonetheless, little is known regarding the mechanisms of stimulation-induced recovery, which impedes efforts to more selectively target stimulation and design more effective protocols to advance further development of the therapy. One way to understand the effects of neuromodulation is to examine its effects on the transcriptional profile of the CNS.

Studies that describe transcriptional profiles following sub-chronic and chronic SCI^5^ identify potentially important pathways to target for therapeutic strategies. For example, large scale transcriptomic approaches can help identify gene networks involved in preventing or encouraging regeneration (reviewed^6^). Other studies have examined the effects of electrical stimulation on transcription in CNS neurons, such as cultured dorsal root ganglion cells^7^ and hippocampal neurons in freely moving rats^8^. One study endeavored to detail the effects of a brief stimulation of the brain stem on transcription after thoracic SCI^9^. However, to our knowledge a dataset of the effects of electrical stimulation on gene and network expression in a SCI model has not been reported. To help fill this gap, we examined the effects of cortical stimulation in rats with incomplete SCI on the transcriptional profile of the CNS tissue.

Adult female rats were given a unilateral, incomplete cervical injury and the contralesional motor cortex was stimulated electrically through an implanted electrode array for one week. Tissue from 5 regions (Fig. 1a) was processed for total RNA to determine what transcriptional changes occurred in response to the stimulation. Stimulating the motor cortex activates the corticospinal tract (CST) and other corticofugal pathways, cortico-cortical connections, spinal neurons, and subsequent sensory and propriospinal feedback pathways (reviewed by^10^). Stimulation of the motor cortex has been shown to induce morphological and functional changes following injury^3,4,11^. In addition, manipulating levels of neural activity can affect glial populations^12,13^.

**Fig. 1:**
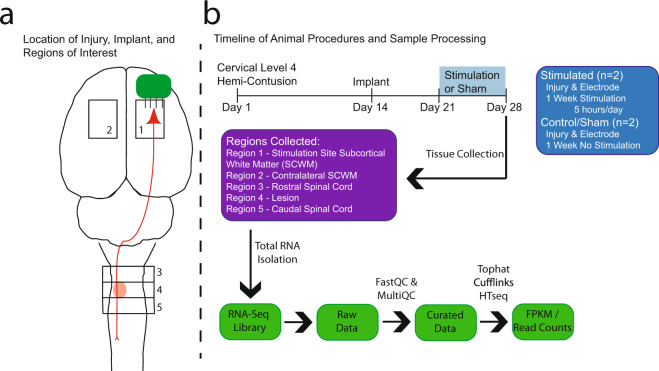
Experimental Design and Timeline. (**a**) Schematic detailing location of electrodes implanted into motor cortex to activate corticospinal neurons (illustrated in red). Hemi-contusion injuries at cervical level 4 disrupted the function of the CST and other pathways (orange oval). Regions 1–5 were isolated for RNA purification. (**b**) Animals first sustained a unilateral cervical injury, then were implanted with stimulating electrodes 14 days later. Stimulation lasted for one week in two animals; two control animals received no stimulation. Following RNA extraction, purification, and sequencing, the workflow included quality control.

We are providing these data without interpretation, as the small sample size prevents drawing strong conclusions. It is our hope that a greater understanding of the transcriptional profile of the CNS in response to electrical stimulation after injury will be a resource for other researchers attempting to identify gene targets for new treatments for SCI. Importantly, the present study only used one frequency of stimulation, although different frequencies and patterns of stimulation have unique effects on functional outcomes following SCI^4^ and transcription of *in vitro* neural cultures^7^. In the future, it will be imperative to learn how transcriptional changes are related to the morphological, synaptic, and behavioral effects^14–16^ produced by different patterns of electrical stimulation. Here, we sought to determine if there is an early effect of stimulation on gene expression in several CNS regions after SCI, without considering if the effects lead to changes in neural circuitry or behavior.

## Methods

### Animals

All animal procedures were approved by the University of Washington Institutional Animal Care and Use Committee. Four adult female Long-Evans rats weighing 275–350 grams were kept on a 12 hour light/dark cycle with *ad libitum* access to food and water. Each animal’s dominant forelimb was established via their performance on a pellet retrieval task^17^ prior to injury.

### Surgical procedures

Figure 1b shows the experimental timeline and design. Animals were anesthetized with ketamine/xylazine (50 mg/kg and 1 mg/kg, respectively). Local anesthetic (lidocaine at 1 mg/kg and bupivacaine HCl at 1 mg/kg) was administered to the skin overlying the dorsal aspect of the cervical spinal column. The dorsal surface of the spinal cord on the side of the dominant forelimb was exposed with hemi-laminectomy and opening of the dura under aseptic surgical conditions. Animals sustained a cervical level 4 (C4) hemi-contusion injury using a third generation of the Ohio State Impact Device calibrated to cause a displacement of 0.7 mm. This incomplete injury, used frequently in our laboratory, damages the local gray matter and partially disrupts the CST and lateral white matter tracts, and produces a moderate deficit characterized by a flexor bias and weakness in the ipsilateral forelimb^18^. The injury site was covered with gel foam, the muscles were closed in layers with absorbable suture, and the skin was closed with nylon suture. Subcutaneous injections of lactated Ringers and buprenorphine slow release (1.2 mg/kg) were given, and the animals woke up in a warmed recovery cage. Bladders were manually expressed twice daily until the return of normal micturition. Animals were administered Baytril antibiotic in their water bottles (25 mg/kg) for 14 days. All animals exhibited the expected deficit of weight bearing and use of the affected forelimb.

After two weeks of recovery, a sub-cutaneous injection of dexamethasone (0.2 mg/kg) was given to prevent brain swelling, and 24 hours later animals were anesthetized with 3% isoflurane in oxygen. Under aseptic surgical conditions the skull was exposed, and a craniotomy was performed over the contralesional caudal forelimb motor area (Fig. 1a). Approximate coordinates of the craniotomy were 5 mm anterior to 1 mm posterior of bregma, and 1–4 mm lateral to the midline. A stimulating electrode array (described below) was implanted into cortex with the tips of the tungsten wires penetrating 1 mm. The craniotomy was filled with gel foam and the electrode array secured with dental acrylic to the skull, creating a cap which sealed the incision. Animals were administered analgesic and antibiotic drugs as described above.

### Stimulation

Stimulating electrodes consisted of a 2 × 4 array of polytetrafluoroethylene-insulated, tungsten wires (0.002” bare, 0.004” coated), with impedances less than 30 kOhm. The ends of the wire were deinsulated, trimmed, and cut at a 45° angle so that a sharp, stripped (<0.5 mm) tip resulted. The array was mounted onto a printed circuit board with a connector wired to the electrodes. One week after implantation, the efficacy of each intracortical wire to activate CST neurons was determined by measuring the threshold current for evoking forelimb movements^10^ on the lesioned side. For this test, biphasic pulses at 10 Hz at currents ranging from 50–250 µAmps were delivered to each wire. A skull screw far from motor cortex served as the return electrode. For animals assigned to the stimulation group, the electrode that elicited the clearest forelimb movement at the lowest threshold was chosen as the stimulation channel for that animal for the remainder of the study. All animals were kept in a behavioral arena for 5 hours each day. Animals in the stimulation group (n = 2) were connected by a cable to the Neurochip, a custom-built, autonomous brain-computer interface that delivered biphasic pulses to the chosen stimulation channel at an average of 10 Hz for cycles of 5 minutes on/2 minutes off at 80% of movement threshold, which activates neurons without causing large contractions^1,3^. Control animals (n = 2) received the same SCI and implant and were treated the same as electrically stimulated animals, including connection to a sham Neurochip, but did not receive stimulation. For consistency and to avoid circadian effects, stimulation was always begun in the morning. Stimulation was administered for 5 days, starting 3 weeks after injury. Personnel were not blinded to stimulation condition, as they did not make any assessments that could be biased by a knowledge of treatment condition.

### Tissue collection

After the stimulation period ended, animals were anesthetized with a lethal injection of Beuthanasia-D and perfused transcardially with ice cold phosphate buffered saline. Spinal cords and brains were removed, and five designated regions (Fig. 1a) were dissected out and snap frozen in liquid nitrogen. Region 1 was an approximately 5 mm^3^ block of subcortical white matter directly below the implantation/stimulation site; this region includes axons, and glia of many corticofugal and corticopetal pathways. Region 2 was the same region on the contralateral side, which served as an internal control since it did not receive any direct stimulation. The cortical dissection isolated the white matter only, discarding the cortex. Region 3 was spinal cord rostral to the injury (~C2-C4). Region 4 was the lesion epicenter (C4). Region 5 was the spinal cord caudal to the injury (~C5–C7). The spinal cord regions included both gray and white matter, neuron cell bodies and processes, and glia. At the post-injury timepoint when the tissue was sampled, the white matter included both injured and spared axons of many descending and ascending tracts, including retracting and sprouting fibers. Tissue was stored at −80 °C until RNA isolation and purification.

### RNA extraction, library preparation, and sequencing

Tissue was homogenized and complete RNA was isolated using an RNAeasy Mini Kit (Qiagen) according to the manufacturer’s protocol. TruSeq Total RNA sequencing with ribosomal depletion was conducted by the Weill Cornell Epigenomics Core. The cDNA-libraries were sequenced by Illumina Hiseq. 2500 sequencer (paired-end, 2 × 51 bp). Sequencing was done together to control for batch effects, without any negative or spike-in controls.

### RNA-seq data analysis

The quality of the reads was verified using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The assessment results were summarized and visualized using MultiQC 1.6^19^. The rat reference genome Rnor6 was downloaded from Ensembl (ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF_000001895.5_Rnor_6.0/). The annotated file for the rat genome was taken from our previous studies^5^. Read mapping, transcript assembly, and expression estimation were performed as described in our previous publications^5,20^. The 51-bp paired-end reads were aligned to the reference genome using TopHat v2.1.0 using default parameters^21,22^. Quality control and mapping rate metrics are listed in Table 1. Fragments per kilobase of transcript per million mapped reads (FPKM) values were obtained for genes and transcripts using Cufflinks v2.2.1^21,23^. To avoid inflation of ratios with small denominators, FPKM values < 0.1 were rounded up to a value of 0.1^24^. Next, we removed genes with FPKM <1 across all samples, as these genes were not expressed or were expressed at very low levels in all samples. A total of 15,210 protein coding genes and long non-coding RNAs were used for further analysis. 

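The deposited table listed 30443 genes in each of the 20 libraries, 22075 protein coding genes and 8368 long non-coding RNAs. No value was under 0.1 FPKM and 241869 of the 608860 values (39.7%) were at 0.1, so the rounding of low values is already part of the table. A total of 8478 genes stood at 0.1 in every library. Keeping the genes with an FPKM of at least 1 in any library left 13925 protein coding genes, 63.1% of those listed, and 1285 long non-coding RNAs, 15.4% of those listed. Of the genes kept, 11324 reached 1 FPKM in all 20 libraries and 449 reached it in only 1 library. Among the genes kept, between 1.24% and 3.54% of the values of a library were at 0.1. The largest value was 5912 FPKM. Requiring 1 FPKM in at least 2 libraries, the alternative that moved the number of genes most, left 14761. Keeping a single entry per gene symbol left 15150. A gene at 0.1 in a group has no measured level there, and a ratio to that group is a lower bound.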

The distribution of genes expressed in each sample was analyzed by ggplot2. A principal component analysis (PCA) was performed on log2-transformed FPKM values using the R function “prcomp” and the setting “scale = TRUE”. The coefficient of variation (CV) of the transformed FPKM values across samples was calculated for each gene and the CVs were ranked from largest to smallest. The most variable genes, taken to be the 10% with the largest CVs, were included in the PCA analysis. Three-dimensional PCA plots were designed by R package “pca3d’. Integrative Genomics Viewer (IGV) was used to visualize gene expression levels across regions and animals^25^.

**Table 1:** The summary of RNA-Seq statistics.

Sample	Read1 No.	Read1 Length	Read1 Mapping Rate	Read2 Mapping Rate	RIN Scores
Control1_region1	53,792,745	51	92.70%	88.60%	9.6
Control1_region2	56,315,463	51	93.60%	89.70%	9.6
Control1_region3	59,005,995	51	92.90%	88.70%	9.3
Control1_region4	59,208,539	51	92.30%	88.40%	9.5
Control1_region5	52,613,415	51	93.00%	88.50%	10
Control2_region1	64,115,161	51	92.70%	88.80%	9.3
Control2_region2	56,948,286	51	94.00%	89.60%	9
Control2_region3	60,970,792	51	91.80%	87.60%	8.9
Control2_region4	53,463,239	51	93.50%	89.50%	9.2
Control2_region5	56,028,200	51	90.40%	86.60%	9.6
Treatment1_region1	61,564,749	51	93.10%	88.70%	8.6
Treatment1_region2	60,636,797	51	93.50%	89.30%	9
Treatment1_region3	55,606,216	51	90.60%	86.90%	9.5
Treatment1_region4	57,935,339	51	93.30%	89.00%	9.8
Treatment1_region5	58,486,827	51	93.00%	88.90%	9.6
Treatment2_region1	59,223,921	51	90.70%	86.80%	9.6
Treatment2_region2	56,893,902	51	92.60%	88.40%	9.6
Treatment2_region3	56,653,588	51	92.40%	88.00%	9.5
Treatment2_region4	59,414,002	51	93.10%	89.30%	9.2
Treatment2_region5	60,840,758	51	92.10%	88.30%	9.8

The mapping rate of read1 or read2 was ranked from 86.6% to 94.0%. The RIN scores for all samples of the RNA-Seq library were more than 8.6.

## Data Records

The raw RNA-seq data were deposited in NCBI Gene Expression Omnibus (GEO) with accession number GSE155610^26^. This GEO project includes raw data in FastQ format and FPKM values for all samples.

## Technical Validation

### RNA Quality

The purity and integrity of the total RNA were assessed with the Agilent Bioanalyzer 2100. The RNA samples with RIN (RNA integrity numbers)^27^ >8.6 were used to prepare RNA-seq libraries. Table 1 shows the RNA quality values in this study.

### RNA-seq quality validation

We applied FastQC to evaluate the mean per-base quality scores, per sequence quality scores and per sequence GC content. The per base quality scores were higher than phred quality 30^28^ and most sequences had a quality over 20 (Fig. 2a,b). The GC contents of the samples showed a similar normal distribution^29^, indicating the samples were free of contamination (Fig. 2c). These results showed the RNA-seq reads had high quality. 

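RNA was sequenced from 5 regions of each of 4 adult female Long-Evans rats, an outbred laboratory strain. Of these animals, 2 received stimulation and 2 were unstimulated controls, so each region had 2 stimulated and 2 control libraries. All 4 animals had a contusion on one side of the cervical cord and an electrode array in the motor cortex of the opposite hemisphere. Pulses were delivered to the stimulated animals at an average of 10 Hz for 5 hours per day on 5 days. Region 1 was white matter beneath the electrodes and region 2 the same tissue of the other hemisphere. Regions 3, 4 and 5 were spinal cord above the lesion, at the lesion and below it. The paper places region 5 at about C5 to C7 and the sample labels place it at about C4 to C6. Libraries were made from total RNA after ribosomal depletion and sequenced as pairs of 51 bp reads. Table 1 of the paper lists 52.6 to 64.1 M first reads for the 10 control libraries, with a median of 56.6 M, and 55.6 to 61.6 M for the 10 stimulated libraries, with a median of 58.9 M. In that table, the first reads of all libraries add up to 1159717934. Between 90.4% and 94% of the first reads and between 86.6% and 89.7% of the second reads of a library mapped. The RIN scores ran from 8.6 to 10, with a median of 9.5. The authors aligned the reads to Rnor6 with TopHat and estimated FPKM values with Cufflinks. FPKM values do not keep the number of reads behind a gene, so the depth of a single gene is unknown and no counting error is given for it. The values were floored at 0.1, log2-transformed and used without further scaling. Stimulated and control libraries were compared within each region, in 4 libraries, with limma (lmFit and eBayes with an intensity trend). Regions were compared in a single limma model of all 20 libraries. P-values were adjusted by the Benjamini-Hochberg method and 0.05 was the threshold. The floor, the filter on low values, the scaling between libraries and the estimate of the spread from 2 animals per group could each change the numbers.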

The experiment yielded 20 samples with a total of 1,159 million reads. After mapping reads, 86.6–94% of the reads were mapped to the Rat genome (Table 1). 

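Gene expression was compared between libraries as log2 FPKM of the genes kept. The library medians ran from 2.23 to 2.69, a range of 0.47 with an SD of 0.11 (n = 20 libraries). The lower quartiles lay between 0.61 and 1.24 and the upper quartiles between 3.55 and 3.97. The most frequent value of a library, the peak of its smoothed distribution, lay between 2.61 and 2.92, and the density at the peak was between 0.187 and 0.217. The medians were 2.23 to 2.65 in the 10 control libraries and 2.34 to 2.69 in the 10 stimulated libraries, so the groups overlapped. They were 2.23 to 2.55 in the 8 white matter libraries and 2.36 to 2.69 in the 12 spinal cord libraries. The Kolmogorov-Smirnov distance is the largest gap between the cumulative distributions of a pair of libraries. Over the 190 pairs, its median was 0.0331 and its maximum 0.0957. No test was made on these distances because genes are not replicates. A library had between 12497 and 13546 genes with an FPKM of at least 1. The 10 most abundant genes took 3.90 to 5.72% of the FPKM sum in white matter and 6.50 to 9.83% in spinal cord. The deposited values are not quantile normalized, while Fig. 3a shows quantile normalized values. Quantile normalization, the alternative that moved these numbers most, sets the range of the medians to 0 by construction and left a maximum distance of 0.0338.

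**Figure D1:**
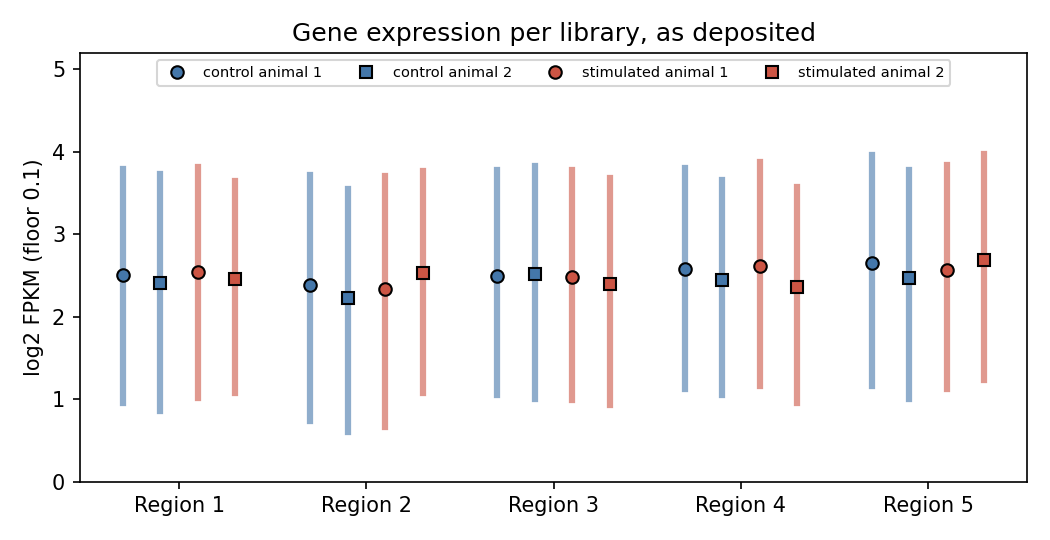
Median (symbol) and quartiles (bar) of log2 FPKM, floored at 0.1, in each of the 20 libraries by region, for 2 control animals (blue) and 2 stimulated animals (red). The medians lie between 2.23 and 2.69.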

The gene expression had a similar distribution across all samples (Fig. 3a). 

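PCA was repeated on the 1521 genes with the largest CV of log2 FPKM, with each gene scaled. PC1 held 57.7% of the variance, PC2 16.5% and PC3 5.04%. Dividing by the mean log2 value favors genes expressed just above 1 FPKM, and the median mean log2 FPKM of the chosen genes was 0.48. The lowest was 2.03e-05, so none of the 2114 genes kept with a negative mean was chosen. With the SD divided by the absolute mean, 722 of the chosen genes were among the 10% with the largest values. Of the chosen genes, 414 were also among the 10% with the largest SD. The silhouette width of a library compares its distance to its own region with that to the nearest other region on PC1 to PC3, and is above 0 when its own region is closer. Its mean over the 20 libraries was 0.312 (one-sided permutation test, region labels permuted within animals 100000 times, p = 1e-05, the smallest these permutations can give). The mean of the 4 libraries of a region was 0.280 in region 1, 0.184 in region 2, 0.513 in region 3, 0.246 in region 4 and 0.336 in region 5. The nearest neighbor of 18 of the 20 libraries was of the same region (same permutations, p = 1e-05, again the smallest possible). Both exceptions came from stimulated animal 2. Its region 1 library lay nearest to its own region 2 library. Its region 2 library lay nearest to region 1 of stimulated animal 1 and had a silhouette width of -0.608. Among the alternatives with all 20 libraries, leaving genes unscaled moved the number of libraries nearest to their own region most, to 14 (same permutations, p = 0.00036).

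**Figure D2:**
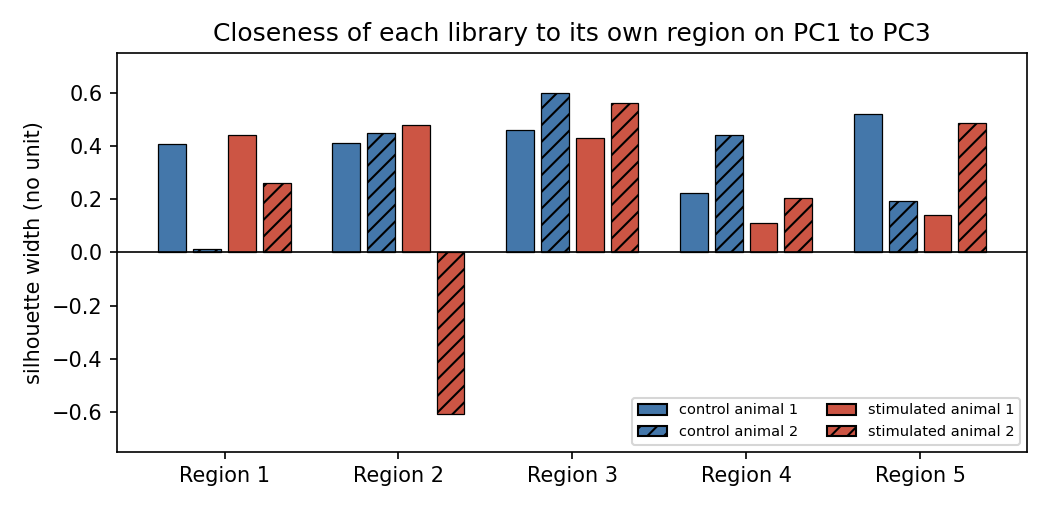
Silhouette width of each of the 20 libraries on PC1 to PC3 by region, for 2 control animals (blue) and 2 stimulated animals (red), with hatched bars for animal 2 of each group. Region 2 of stimulated animal 2, at -0.608, is the bar below 0.

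Neighboring regions were also compared gene by gene. Regions 1 and 2 differed in 1310 genes with a limma adjusted p-value under 0.05, 1043 higher and 267 lower in region 1. Regions 3 and 4 differed in 2984 genes, 1953 higher and 1031 lower in region 3. Regions 4 and 5 differed in 1216 genes, 142 higher and 1074 lower in region 4, and regions 3 and 5 in 657 genes, 235 higher and 422 lower in region 3. The split by direction moved with the scaling. After quantile normalization, it was 943 higher and 841 lower for regions 1 and 2, 195 and 275 for regions 4 and 5, and 674 and 435 for regions 3 and 5. With upper-quartile scaling, it was 1316 and 931, 328 and 299, and 750 and 419 for these pairs, and 2487 and 2116 for regions 3 and 4. Libraries of different regions come from the same animals, and the deviations from the region means of libraries from the same animal correlated across genes at 0.588 for regions 1 and 2, 0.208 for regions 3 and 4, 0.028 for regions 4 and 5 and 0.125 for regions 3 and 5. With the animal as a block, the numbers of genes were 1860, 3646, 1966 and 927. Leaving out stimulated animal 2 raised the number for regions 1 and 2 to 3674, and leaving out stimulated animal 1 lowered it to 26.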

The genes were clustered by region in three-dimensional PCA plots (Fig. 3b). 

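On PC1, the mean scores were -23.1 in region 1 and -42.3 in region 2, against 12.0 in region 3, 26.9 in region 4 and 26.6 in region 5 (n = 4 libraries each). White matter and spinal cord differed by 54.6 in mean PC1 score (two-sided exact permutation test over 10000 arrangements of the labels within animals, p = 1e-04, the smallest possible). The gap between the nearest white matter and spinal cord libraries was 0.231 of the range of PC1. The mean silhouette width by tissue was 0.571 (one-sided exact permutation test, same arrangements, p = 1e-04, the smallest possible), and all 20 libraries had a nearest neighbor of the same tissue. The Pearson correlation across genes averaged 0.948 within region 1, 0.950 within region 2 and 0.978 to 0.983 within the cord regions. Between a white matter and a cord region it averaged 0.809 to 0.875. Genes are not independent replicates, and these correlations describe pairs of libraries. Of the genes tested, 10977 had an adjusted p-value under 0.05 between the 8 white matter and 12 spinal cord libraries in limma, 3808 higher and 7169 lower in white matter. Of these, 3177 differed at least 2-fold. The number was 11299 with the animal as a block, 12466 without the filter on low values, and 9474 without control animal 1, the alternative that moved it most. Over all genes the median log2 fold change was -0.18. Quantile normalization moved that median to -0.04, and the split to 5054 higher and 6018 lower. Upper-quartile scaling moved the median to -0.10 and the split to 4706 and 6607. In 1567 genes every white matter library was above every cord library, and in 2554 genes every one was below. Together these were 27.1% of the genes, where 0.00159% would be found by chance if libraries were independent. Of the 6 genes the rule selected, 5 are given here. Slc17a7, a glutamate transporter of cortical neurons, was at 273 ± 35.0 FPKM (SD, n = 8) in white matter and 2.03 ± 3.19 (SD, n = 12) in cord, a log2 fold change of 7.95 (SE 0.39, limma adjusted p = 8.39e-13). Ddn was at 125 ± 15.5 and 0.666 ± 0.177, a log2 fold change of 7.59 (SE 0.10, limma adjusted p = 6.89e-21). Tbr1 was at 15.4 ± 2.76 and 0.100 ± 0.00153, a log2 fold change of 7.24 (SE 0.10, limma adjusted p = 1.70e-20). Tbr1 is a transcription factor of cortical neurons. Glra1, a glycine receptor gene, was at 0.232 ± 0.130 and 42.6 ± 7.42, a log2 fold change of -7.71 (SE 0.12, limma adjusted p = 5.51e-20). Dao was at 0.127 ± 0.0434 and 18.2 ± 2.09, a log2 fold change of -7.22 (SE 0.10, limma adjusted p = 1.70e-20). These 5 genes kept their direction and stayed past the threshold under every alternative tried.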

Gene expression patterns in Regions 1 and 2 were distinct from the other 3 regions. In order to assess the quality of the RNA-seq libraries, the transcripts of known highly expressed genes were examined. 

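The level of 4 genes was placed among the 15210 genes kept. Lgals3 encodes galectin-3, Cd44 a receptor for hyaluronan, Gpnmb a membrane glycoprotein and Trpv1 a capsaicin-gated cation channel. In region 1 of control animals, mean Lgals3 expression was above that of 79.8% of the genes, Cd44 above 61.5% and Gpnmb above 86.6%. In region 1 of stimulated animals the shares were 95.1%, 85.7% and 98.3%. In region 5, Trpv1 was above 4.81% of the genes in control animals and above 19.3% in stimulated animals. Trpv1 was between 0.268 and 0.512 FPKM in the 18 libraries other than region 5 of stimulated animals. Lgals3 was most abundant at the lesion, 204 ± 61.2 FPKM in region 4 (SD, n = 4 animals, 2 of them stimulated), followed by 179 ± 10.4 in region 5 and 54.1 ± 14.8 in region 3. Gpnmb was at 292 ± 130 in region 4, 89.8 ± 21.6 in region 5 and 24.7 ± 7.84 in region 3. Cd44 was at 38.1 ± 7.32 in region 4, 35.2 ± 3.01 in region 5 and 18.0 ± 3.12 in region 3. In region 2 the libraries of both control animals and of stimulated animal 1 had 0.620 to 1.54 FPKM of Lgals3, 1.72 to 2.07 of Cd44 and 3.15 to 3.71 of Gpnmb, while stimulated animal 2 had 13.9, 9.72 and 22.5.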

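In region 1, Lgals3 (ENSRNOG00000010645) was at 16.6 ± 0.227 FPKM (SD, n = 2) in control animals and 50.3 ± 24.8 (SD, n = 2) in stimulated animals, a log2 fold change of 1.50 (SE 0.39, limma adjusted p = 0.71). Cd44 (ENSRNOG00000006094) was at 8.27 in both control animals and 21.9 ± 6.69 (SD, n = 2) in stimulated animals, a log2 fold change of 1.37 (SE 0.25, limma adjusted p = 0.71). Gpnmb (ENSRNOG00000008816) was at 23.6 ± 3.39 and 113 ± 34.3, a log2 fold change of 2.23 (SE 0.27, limma adjusted p = 0.71). In region 5, Trpv1 (ENSRNOG00000019486) was at 0.443 ± 0.0783 and 1.67 ± 0.643, a log2 fold change of 1.87 (SE 0.33, limma adjusted p = 0.80). For each gene both stimulated animals were above both control animals. With 2 animals against 2 the two-sided exact permutation test gives p = 0.333, the smallest this design allows. Adjusted over the paper's 4 gene and region pairs alone, the limma p-values were 0.0200 for Lgals3, 0.00799 for Cd44, 0.00576 for Gpnmb and 0.00799 for Trpv1. The paper calls the genes known highly expressed genes and does not state how the pairs were chosen. A choice made after seeing the same data is not excluded. In region 1, 365 genes had a larger log2 fold change than Lgals3, 460 than Cd44 and 130 than Gpnmb, and in region 5, 45 had a larger one than Trpv1. With each animal left out in turn, the log2 fold change ran from 0.98 to 2.03 for Lgals3, 1.06 to 1.69 for Cd44, 1.91 to 2.54 for Gpnmb and 1.47 to 2.27 for Trpv1. On the log2(FPKM + 1) scale, the alternative that moved Trpv1 most, its log2 fold change was 0.87.

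**Figure D3:**
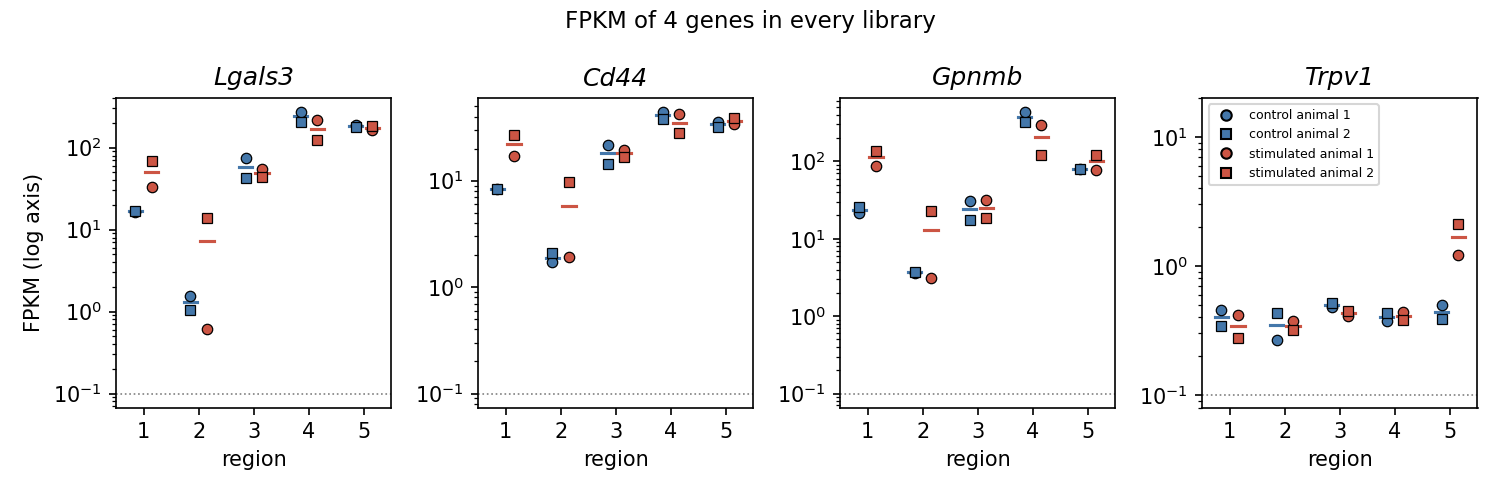
FPKM of Lgals3, Cd44, Gpnmb and Trpv1 (log axes) in each library by region, for 2 control animals (blue) and 2 stimulated animals (red), with a line at each group mean and a dotted line at the floor of 0.1. In region 1 for the first 3 genes and in region 5 for Trpv1, both stimulated animals lie above both control animals.

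Over all genes tested, no gene had an adjusted p-value under 0.05 with stimulation in regions 1 to 4 in limma, where 828, 215, 522 and 341 genes had an unadjusted p under 0.05. In region 5, 3 genes passed and 546 had an unadjusted p under 0.05. Tyrp1 was at 0.1 in both control animals and at 2.90 and 2.74 FPKM in stimulated animals, at least 28.2-fold higher (limma adjusted p = 0.0192). LOC102553254 (limma adjusted p = 0.0214) and AABR07058420.1 (limma adjusted p = 0.0243) fell to 0.1 from levels under 1 FPKM, and are named because they passed. In each of these 3 genes, 1 group stood at the floor with an SD of 0. The floor and not the animals set the spread of that group, so these p-values do not fully measure variation between animals. Stimulated and control animals did not overlap in 6182 genes (40.6%) in region 1, 4101 (27.0%) in region 2, 4544 (29.9%) in region 3, 3072 (20.2%) in region 4 and 3742 (24.6%) in region 5, against the 33.3% that chance gives for 2 against 2. The Tyrp1 adjusted p-values ran from 1.45e-92 to 0.53 over its alternatives.
Control and stimulated animals are different animals that share replicate numbers 1 and 2. The deviations from the group mean of same-numbered libraries correlated across genes at -0.21 in region 1, -0.10 in region 2, -0.11 in region 3, 0.32 in region 4 and -0.16 in region 5. With the replicate number as a block, no gene passed in regions 1 to 4, with 539, 120, 339 and 945 genes at an unadjusted p under 0.05, and 443 genes passed in region 5. In that fit of region 5 the prior degrees of freedom estimated by limma were infinite, so the spread between animals of a gene itself did not enter its p-value. The limma adjusted p was then 0.76 for Lgals3, Cd44 and Gpnmb and 1.33e-09 for Trpv1. Pairing control 1 with stimulated 2 and control 2 with stimulated 1, which was chosen after seeing these correlations, gave 118 genes in region 4 and 0 in the other regions, where 1115, 355, 574 and 1429 genes had an unadjusted p under 0.05. The limma adjusted p was then 0.58 for Lgals3, Cd44 and Gpnmb and 0.53 for Trpv1. Over all alternatives the adjusted p ran from 0.49 to 1 for Lgals3, 0.40 to 1 for Cd44, 0.39 to 1 for Gpnmb and 1.33e-09 to 1 for Trpv1. The log2 differences of same-numbered animals were 0.99 and 2.02 for Lgals3, 1.06 and 1.69 for Cd44, 2.06 and 2.39 for Gpnmb, and 1.29 and 2.46 for Trpv1. Those of the crossed pairs were 0.97 and 2.04, 1.06 and 1.69, 1.76 and 2.69, and 1.65 and 2.09.
The difference between the stimulation effects in regions 1 and 2, taken within animals, was 0.30 for Lgals3 (SE 1.20, limma adjusted p = 0.96), 0.18 for Cd44 (SE 0.61, limma adjusted p = 0.95) and 1.03 for Gpnmb (SE 0.77, limma adjusted p = 0.88). No gene passed in this comparison, with 575 at an unadjusted p under 0.05. With the replicate block 17 genes passed, and with the crossed pairs 0 passed and 1148 had an unadjusted p under 0.05. The median of all genes in this comparison was -0.13, and -0.02 after quantile normalization and 0.00 with upper-quartile scaling. Other genes moved with the 4. Of 10 genes of phagocytes and activated microglia, 7 were higher in both stimulated animals in region 1, and of 9 genes of sensory ganglion neurons, 8 were higher in both in region 5. The paper examined these transcripts to assess the quality of the libraries, and states that its small sample size prevents strong conclusions.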

Compared with unstimulated animals, *Lgals3*, *Cd44* and *Gpnmb* in region 1 (Fig. 4a) and *Trpv1* in region 5 (Fig. 4b) were more highly expressed after stimulation.

**Fig. 2:**
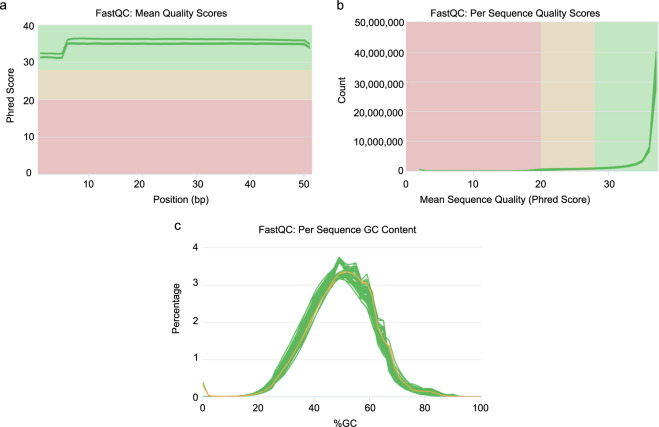
MultiQC summary plot of FastQC quality assessment for the raw FASTQ sequence data in all samples. (**a**) The distribution of the mean quality value per base in sequencing reads. (**b**) The distribution of the mean quality scores per sequence (x-axis). (**c**) The distribution of guanine-cytosine (GC) content for all sequences, shown as the percentage of reads with specific GC values from 1–100%.

**Fig. 3:**
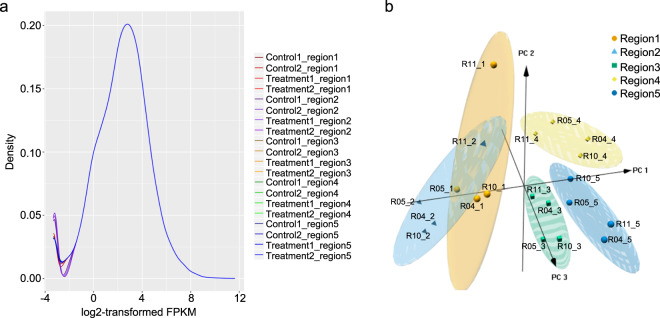
The identification of RNA-Seq data in all samples. (**a**) The distribution of gene expression values of all samples. The X-axis represents log2-transformed quantile normalized FPKM values. (**b**) 3D plot of PCA using the 10% of genes with the largest CVs of transformed FPKM values across all samples. Grouping of correlated samples is indicated by color-shaded ovals. Data points are labeled by rat number and region number. For example, R04_1 is region 1 from rat 04. Rats R04 and R05 were unstimulated control animals; rats R10 and R11 received stimulation.

**Fig. 4:**
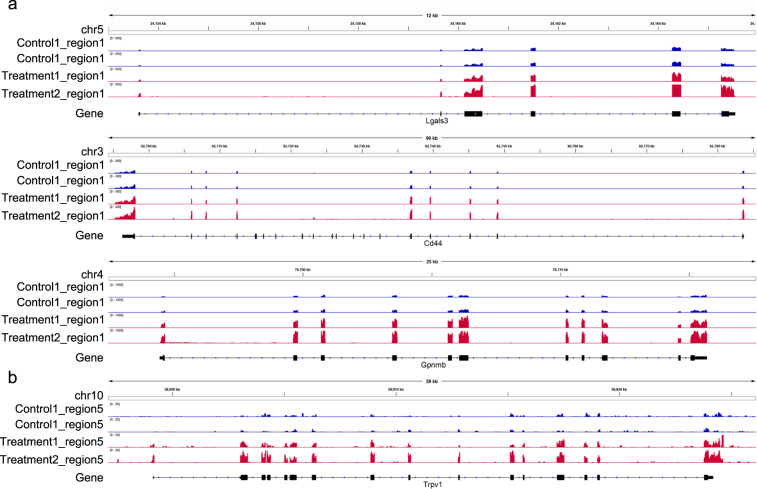
Genome browser views displaying gene expression levels. Gene expressing tracks displaying *Lgals3*, *Cd44*, and *Gpnmb* in Region 1 (**a**) and *Trpv1* in Region 5 (**b**) of two control and two treatment samples.

## Data Availability

All analyses were performed using open sources software tools with default parameters (please see Methods).

How the deposited data were processed for this re-analysis (not part of the article)

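RNA-seq libraries from 5 regions of 4 rats, 2 stimulated and 2 control, were analysed from the table of FPKM values that the authors deposited. The authors depleted ribosomal RNA, sequenced paired 51 bp reads together to control for batch effects, aligned them to Rnor6 with TopHat and estimated expression with Cufflinks. The authors deposited FPKM values per gene, which are fragments scaled by transcript length and by mapped reads, with values under 0.1 already raised to 0.1. The table holds no quantile normalization and no filter on low genes. Its annotation came from an earlier study by the authors and its version is not named in the paper's text. Every library column carries the title of its sample, and 0 columns were without a sample.

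Gene names are those of the table. The reference assembly at hand was a later build than Rnor6, so no coordinates are given. Where a symbol occurs more than once, the entry with the highest mean was used for a gene named by symbol. Overlapping and antisense genes are uncertain, since the strand used in counting is not stated in the paper's text.

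The FPKM values were floored at 0.1 and log2-transformed, and genes with an FPKM of at least 1 in any of the 20 libraries were kept. For stimulation, limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) was fitted in the 4 libraries of each region. For regions, limma was fitted on all 20 libraries with a mean per region, since each region has only 4 libraries. For the difference of effects between regions 1 and 2, limma was fitted on differences within each animal. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with 0.05 as the threshold. PCA followed the paper's methods, with the 10% of genes of largest CV of the log2 values and scaled genes. Silhouette widths and nearest neighbors used PC1 to PC3 and were tested by permuting labels within animals, 100000 times for regions and over all 10000 arrangements for tissues. The other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The median log2 fold change of a marker set was given as its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins. In all, 17 sets were tested in 5 regions, which made 85 comparisons.

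The genes named in the text were fixed by a rule: the 4 genes the paper names; for stimulation in each region, the 3 genes with the largest absolute log2 fold change among those past the threshold, without overlap of the groups and with a mean of at least 1 FPKM in a group, or where none passed, the 3 with the smallest p among those with the other properties; for white matter against spinal cord, the 3 with the largest log2 fold change in each direction past the threshold and without overlap; and the genes of marker sets written down beforehand. Genes named outside the rule are said to be so where they appear.

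The pairing of stimulated and control animals comes from the replicate numbers 1 and 2 in the sample titles and in Table 1, which name different animals. Libraries of different regions with the same group and number come from the same animal. The authors' Fig. 3b uses rat numbers, which were not matched to the replicate numbers. The depth of each library is that of Table 1. FPKM values carry no read numbers, so precision is given by the spread between animals only, and 2 animals per group limit it.

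Alternatives were other pseudocounts, no filter or a stricter filter, quantile normalization, upper-quartile scaling, eBayes without a trend, a single model of all libraries, the animal or the replicate number as a block, other choices of genes for PCA, and leaving out each animal. The closing section gives their effect. GC content and gene length were not analysed here.

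The limma comparisons named below were tested on simulated data of 15210 genes. Each gene kept its real mean and a single spread, pooled over all groups of libraries. The simulated values had no floor, no differences between animals and the same spread in every region. The shares recovered are therefore not the power of the real comparisons, and do not make a count of 0 genes an absence of effects. The marker lists were tested on random values that did not use the real means or spread. For the comparisons, 200 genes were changed by a log2 fold change of 2. No such test is given for PCA, silhouette widths, nearest neighbors or the search for libraries that stand apart. Stimulation in 1 region called 159 genes and recovered 149 (74.5%), with 10 false calls. The same test recovered 113 with the replicate block, 76 with crossed pairs and 175 in the model of all libraries. The comparison of white matter with spinal cord recovered 197, and that of regions 1 and 2 recovered 191. The difference of effects between regions 1 and 2 recovered 0 at a log2 fold change of 2 and 169 (84.5%) at 4 when fitted on differences within animals, so differences near 2 are beyond the reach of that fit. The model of all libraries recovered 158 (79%) at 2, in simulated values without differences between animals. Of 400 random unchanged lists, 4.5% fell outside the central 95%. Genes were independent in that test, with no link between level and change, so it does not cover marker genes that move together.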

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

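The tests of exchanged region labels, of less lesion tissue and of the difference of effects between regions 1 and 4 were chosen only after the results they bear on were seen.

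The region 2 library of stimulated animal 2 stood apart from the other 3 libraries of region 2, which include stimulated animal 1. It had 13366 genes with an FPKM of at least 1 against 12497 to 12635, and this gap was 0.841 of the range of the 4 libraries. Its PC2 score was -25.1 against 9.64 to 15.1, a gap of 0.864 of the range. In all, 30 groups of 4 libraries were examined in this way. Chance gives 1.5 such libraries and 2 were found, both for this library, and the measures are not independent. Its 56.9 M first reads lie within the 56.3 to 60.6 M of the other 3 libraries, which goes against depth as the reason. The phagocyte genes were also higher in it. Of 10 genes of phagocytes and activated microglia, 9 were above both control libraries of region 2, with a median log2 change of 3.01, while in stimulated animal 1 this held for 3 of 10, with a median of 0. A mislabelled sample, an exchange of regions 1 and 2 of this animal, would leave its region 1 library without this rise, but 10 of the 10 genes were above both control libraries in that library as well (median log2 change 2.90), so an exchange alone is an unlikely explanation. By the paper's methods, the stimulation channel, the current and the side of the lesion were set for each animal. These could differ between the 2 stimulated animals, and their values per animal are not given in the paper's text. No biological explanation was tested.

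Sensory ganglion genes, which the paper does not report, were higher in region 5 of stimulated animals, where the paper points to Trpv1. The median log2 fold change of the 9 tested genes of the set, which leaves out Trpv1, was 1.12. It was above 100% of 10000 matched random lists, and 8 of the 9 genes were higher in both stimulated animals. The random lists draw genes and not animals, so this percentile does not measure the spread between animals. The blood set in region 4 reached 100% as well, from changes of 2.93 in stimulated animal 1 and -0.26 in stimulated animal 2. The median of the ganglion set in region 5 was 1.05 after quantile normalization and 1.09 with upper-quartile scaling. In the other regions the median ran from -0.02 to 0.30. Scn10a was at 1.32 and 2.39 FPKM in the stimulated animals and at 0.1 in the other 18 libraries, Scn11a at 1.41 and 2.92, Avil at 4.03 and 7.92 and P2rx3 at 2.46 and 4.69. The excess over the mean of controls in stimulated animal 2 was 2.18 times that in stimulated animal 1 for Trpv1, 1.87 times for Scn10a, 2.16 for Scn11a, 2.05 for Avil and 2.05 for P2rx3. Over the whole table, 9 genes reached 1 FPKM in both stimulated region 5 libraries and stayed under 0.5 in the other 18 libraries, namely Aspn, Avil, LOC100363436, P2rx3, Pirt, Scn10a, Scn11a, Tmem233 and Tyrp1, against 0 for the control libraries of region 5. These genes were found by that search and not by the rule for named genes. Schwann cell genes were higher in both stimulated animals in 7 of 7 cases, with a median of 0.77 (0.75 and 0.74 under the same scalings). In region 3 their median was 0.51 and 4 of 7 were higher in both. In region 1 it was 0.75, or 0.15 on the log2(FPKM + 1) scale, and 2 of 7 were higher in both. It was 0.30 in region 2 and -0.28 in region 4. With the values of region 3, these genes do not single out ganglion tissue in region 5. In region 5 the phagocyte set (median 0.48, 6 of 10 higher in both) and the fibroblast and meninges set (0.72, 4 of 7) also rose. Dorsal root ganglion tissue in the dissected block is a candidate explanation for these values and for Trpv1. It predicted a rise of other ganglion genes, which was seen. A rise of such genes through stimulation of axons or neurons in the cord cannot be told apart from it with 2 animals per group, and would need tissue without roots and ganglia.

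Gpnmb rose with stimulation in region 1 and fell in region 4, where it was at 434 and 322 FPKM in control animals and 293 and 120 in stimulated animals. The difference between the effects was 3.22 on the log2 scale (SE 0.73, limma adjusted p = 0.515). Both stimulated animals were above both controls in region 1 and below both in region 4. The test of the difference did not pass the threshold. Less lesion tissue in the dissected region 4 blocks could lower phagocyte genes there. Genes of fibroblasts and meninges, which gather in a lesion, had a median log2 fold change of -0.54 in region 4 (-0.55 after quantile normalization and -0.54 with upper-quartile scaling), and 6 of 7 were lower in both stimulated animals. The phagocyte set had a median of -0.88 in region 4 and 8 of its 10 genes were lower in both. Genes of the astrocyte scar, which also belong to a lesion, had a median of -0.27 with 0 of 7 lower in both, from a change of 0.02 in stimulated animal 1 and -0.57 in stimulated animal 2. The first 2 sets are consistent with less lesion tissue in the blocks of stimulated animals, and the scar set is not for stimulated animal 1. A smaller lesion in these animals would leave the same pattern and cannot be told apart from it.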

How the results depend on the processing

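The crossed pairing of control and stimulated animals was chosen only after the data were seen. All other alternatives, the designs and the rule for named genes were set before the data were examined. Of 294 values of the 26 main results under alternatives, 234 kept their direction, and their side of the threshold or their size, 56 moved, 1 became stronger and 3 changed direction. Of 281 values of 21 results on named genes, 252 were unchanged in this sense, 7 moved, 16 were weaker, 6 stronger and 0 reversed. The alternatives log2(FPKM + 1) and log2(FPKM + 0.1) cannot move the Kolmogorov-Smirnov distance. Leaving out an animal was not run for the numbers of genes that differ with stimulation, since it leaves 1 library in a group.

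The number of genes kept ran from 14761 to 15210 under its 3 alternatives. The range of library medians was 0 after quantile normalization, 0.18 with upper-quartile scaling and 0.66 without the filter, and 0.35 to 0.47 with an animal left out. The maximum Kolmogorov-Smirnov distance was 0.0338, 0.0724 and 0.0478 under the same alternatives and 0.0767 to 0.0957 with an animal left out. PC1 held 49.2% with all genes, 48.9% on the log2(FPKM + 1) scale, 67.4% with unscaled genes and 55.6 to 67.2% with an animal left out. The mean silhouette width by region ran from 0.190 to 0.387, and from 0.214 to 0.487 with an animal left out, the highest without stimulated animal 2. The libraries nearest to their own region were 14 to 18 of 20, and 11 to 15 of 15 with an animal left out.

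The number of genes differing between white matter and spinal cord ran from 10793 to 12466, and from 9474 to 11751 with an animal left out. For regions 1 and 2, it was 698 without the filter and 2247 with upper-quartile scaling. For regions 3 and 4, it was 4842 after quantile normalization and 4603 with upper-quartile scaling. For regions 4 and 5, it was 578 without the filter, 470 after quantile normalization, 627 with upper-quartile scaling and 1966 with the animal as a replicate block. For regions 3 and 5, it was 1109 after quantile normalization and 1169 with upper-quartile scaling. With an animal left out, these numbers ran from 26 to 3674, 523 to 4909, 5 to 1097 and 54 to 1237 genes, so these numbers depend on which animals are included. The cause was not tested.

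The number of genes differing with stimulation in regions 1, 2 and 3 was 6, 1 and 3 without the filter, and 1 in each of regions 1 to 4 in the model of all 20 libraries. In region 5 it was 0 on the log2(FPKM + 1) scale (566 at an unadjusted p under 0.05), 1 on the log2(FPKM + 0.1) scale, 22 without the filter, 0 with upper-quartile scaling (1337 at an unadjusted p under 0.05), 1 without a trend, 18 in the model of all libraries and 443 with the replicate block. With the crossed replicate block it was 118 in region 4 and 0 in region 5 (1429 at an unadjusted p under 0.05). Of the 443 genes with the block, 3 were those of the main setting. That fit has 1 residual degree of freedom per gene, and the prior degrees of freedom that limma estimated for it were infinite, so the spread of each gene was replaced by the trend. The prior was 16.1 in the crossed fit of region 4, which gave 118 genes, and 14.2 in the fit of the difference of effects with the replicate block, against 1.53 to 2.06 in the main fits of the 5 regions. The difference of effects between regions 1 and 2 gave 2 genes without the filter and 17 with the replicate block. How many of these genes depend on the prior was not tested.

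The log2 fold change of Trpv1 was 1.87 with the replicate block, with a limma adjusted p of 1.33e-09, in a range of 1.33e-09 to 1 over its alternatives. That of Cd44 ran from 1.06 to 1.69 with an animal left out. The difference of effects between regions 1 and 2 ran from -1.42 to 2.02 for Lgals3, -0.67 to 1.03 for Cd44 and -0.0774 to 2.13 for Gpnmb with an animal left out, the lowest value of each without stimulated animal 1. These are the 3 values that changed direction. Depth was not varied here, so its share in these changes is unknown.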

Differences from the paper's values

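No test in this part was chosen after a result was seen. The number of genes and the total of reads that the paper states, and the peak of the distributions in its Fig. 3a, did not differ from those found here. The paper states that all RIN scores lie above a bound, while the lowest score of its Table 1, 8.6 in region 1 of stimulated animal 1, equals that bound. The paper introduces the 4 genes as highly expressed. Trpv1 in region 5 was above 4.81% of the genes kept in control animals and above 19.3% in stimulated animals, with means of 0.443 and 1.67 FPKM. The paper states that Lgals3, Cd44, Gpnmb and Trpv1 were higher after stimulation. The directions were the same here, and none had an adjusted p-value under 0.05 in limma. With the replicate block, an alternative set before the data were examined, Trpv1 did, with an adjusted p of 1.33e-09, in a range of 1.33e-09 to 1 over its alternatives. The prior degrees of freedom of that fit were infinite, so this p does not rest on the spread of Trpv1 itself. The paper states that libraries clustered by region, and 2 of the 20 libraries had a nearest neighbor of another region.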

Other observations

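The tests that swap the labels of pairs of regions, the search for genes that part the animals in all regions and the differences of effects between region 1 and regions 3, 4 and 5 were chosen only after the results they bear on were seen.

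Permuting the region labels within animals 100 times, the real labels included, gave as many genes between white matter and spinal cord in 1 of the 100 draws, the real one, and the largest number in another draw was 8454. For the 4 pairs of regions, the same draws gave as many genes in 3 for regions 1 and 2, 5 for regions 3 and 4, 6 for regions 4 and 5 and 4 for regions 3 and 5. These draws also mix white matter with cord. When only the labels of the 2 regions compared were swapped within animals, 1 of the 8 arrangements, the real one, gave as many genes for each of the 4 pairs of regions. The largest number in another arrangement was 108 for regions 1 and 2 and 0 for the other 3 pairs. With 8 arrangements no share under 0.05 is possible whatever the values, so the size of that test and not the data decides that it cannot pass the threshold.

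For stimulation, the 4 animals can be split into pairs in 3 ways. Over the 5 regions, the real split gave 3 genes past the threshold, control 1 with stimulated 1 gave 0, and control 2 with stimulated 1 gave 3. So 2 of the 3 splits gave as many genes. With 3 splits no share under 0.333 is possible whatever the values, so the size of this test decides that it cannot pass the threshold. At an unadjusted limma p under 0.05, the real split had the most genes in region 1 only, 828 against 168 and 213. In region 4, control 1 with stimulated 1 gave 4016 genes against 341 for the real split. In region 5, control 2 with stimulated 1 gave 3486 against 546.

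Genes that part the animals in all 5 regions were looked for, after Fjx1 and Chd9 had been seen among the genes the rule selected. Between stimulated and control animals, 5 genes differed in the same direction in all 5 regions by a log2 difference of at least 1, namely AABR07027137.1, Cidea, Fjx1, Hspa1b and LOC100910237, of which Cidea and Fjx1 are in the rule for named genes and the others are not. The other splits of the animals gave 4 genes and 1 gene. A difference between the animals that does not come from stimulation may give such genes as well, since a split without stimulation as its basis gave 4. Fjx1 was at 5.58 to 19.7 FPKM in control animals and at 0.1 to 0.347 in stimulated animals over the 5 regions, with log2 fold changes from -6.24 to -5.74 (limma adjusted p from 0.19 to 0.95). Over the alternatives its adjusted p ran from 0.000243 to 0.97 in region 2, 0.000225 to 1 in region 3 and 3.33e-09 to 0.80 in region 4, with the lowest values of regions 2 and 3 in the model of all 20 libraries and that of region 4 with the crossed replicate block. The log2 fold change of Chd9 was -2.33 in region 1, -3.10 in region 3 and -2.25 in region 5, and 0.28 and 0.91 in regions 2 and 4. The difference between the effect on Chd9 in region 1 and that in each other region did not pass the threshold in limma, in fits of which those with regions 3, 4 and 5 were added after the values were seen.

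Among genes without overlap of the groups and with a mean of at least 1 FPKM in a group, the 3 genes of smallest p in region 1 were Chd9, Mmp8 (0.1 in both control animals and 1.01 and 1.37 FPKM in stimulated animals, at least 11.9-fold higher) and Ifitm1 (4.52 and 26.9 FPKM, log2 fold change 2.58), each with a limma adjusted p of 0.71. In region 2 they were Fjx1, LOC103691538 (-0.89) and LOC686662 (1.58). In region 3 they were AABR07037447.1, Chd9 and Fjx1, and in region 4 Fjx1, AABR07064867.1 and Cidea.

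The rise of Lgals3, Cd44 and Gpnmb in region 1 came with a rise of other genes. More phagocytes and activated microglia in the block would raise other genes of these cells in region 1 and not in region 2. The median log2 fold change of 10 such genes was 1.75 in region 1 (1.83 after quantile normalization and 1.78 with upper-quartile scaling), and 7 were higher in both stimulated animals. Their median change there was 0.74 in stimulated animal 1 and 2.90 in stimulated animal 2, so the rise was mostly that of stimulated animal 2. In region 2 the median was 1.51 and 3 of 10 were higher in both, from a change of 0 in stimulated animal 1 and 3.01 in stimulated animal 2. The astrocyte scar set, which includes Cd44 itself, had a median of 1.35 in region 1, and 5 of 7 were higher in both stimulated animals. Its median change was 0.51 in stimulated animal 1 and 2.34 in stimulated animal 2. Of the astrocyte set, which shares Gfap with the scar set, 4 of 7 were higher in both, and of blood genes 3 of 4. Genes of homeostatic microglia had a median of 0.10, and 2 of 5 were higher in both. Immediate early genes, among them Fos and Npas4, had a median of 1.17, and 3 of 10 were higher in both. Their change was 0.39 in stimulated animal 1 and 1.97 in stimulated animal 2. The fibroblast and meninges set had a median of 1.02, with 3 of 7 higher in both, from changes of 0.13 and 1.94. The sets overlap and are not independent, and the rise is not shown to be specific to phagocytes. Cortex or striatum in the dissected block would shift their marker genes together. The genes of cortical projection neurons had a median of -0.50 in region 1 (-0.52 and -0.47), and 5 of 7 were lower in both stimulated animals. Those of the striatum had a median of 0.99, from a change of 2.00 in stimulated animal 1 and -0.07 in stimulated animal 2. A set was taken to shift when over 0.5 of its genes parted the groups, a criterion set after the values of the sets had been seen. These values are consistent with blocks that differ in cell composition between the groups, and stimulation cannot be told apart from it.

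The white matter blocks carried genes of cortical neurons. Tbr1 reached 1 FPKM in all 8 white matter libraries and in 0 of 12 cord libraries. Neurod6 and Cux2 reached it in all 8 as well, and in 7 and 12 cord libraries. The lowest of these values in any white matter library was 4.78 FPKM, for Cux2. Cortical gray matter in the dissected block may explain these values, but Neurod6 and Cux2 are also present in cord, so they cannot settle it, and the paper states that cortex was discarded.

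Labels were checked on genes of body axis and sex. Of 18 Hox genes, 15 were higher in every cord library than in every white matter library, with at least 0.664 FPKM in cord and at most 0.122 in white matter, which goes against a mislabelled sample between these tissues. For a mislabelled sample in sex, 0 values of 5 Y chromosome genes were above the floor in any library, and Xist was not found in the table by symbol, so that check cannot tell animals apart.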
